# Single-cell differences in matrix gene expression do not predict matrix deposition

**DOI:** 10.1038/ncomms10865

**Published:** 2016-03-03

**Authors:** Allison J. Cote, Claire M. McLeod, Megan J. Farrell, Patrick D. McClanahan, Margaret C. Dunagin, Arjun Raj, Robert L. Mauck

## Abstract

Mesenchymal stem cells (MSCs) display substantial cell-to-cell heterogeneity, complicating their use in regenerative medicine. However, conventional bulk assays mask this variability. Here we show that both chondrocytes and chondrogenically induced MSCs exhibit substantial mRNA expression heterogeneity. Single-molecule RNA FISH to measure mRNA expression of differentiation markers in single cells reveals that sister cell pairs have high levels of mRNA variability, suggesting that marker expression is not heritable. Surprisingly, this variability does not correlate with cell-to-cell differences in cartilage-like matrix production. Transcriptome-wide analysis suggests that no combination of markers can predict functional potential. De-differentiating chondrocytes also show a disconnect between mRNA expression of the cartilage marker aggrecan and cartilage-like matrix accumulation. Altogether, these quantitative analyses suggest that sorting subpopulations based on these markers would only marginally enrich the progenitor population for ‘superior' MSCs. Our results suggest that instantaneous mRNA abundance of canonical markers is tenuously linked to the chondrogenic phenotype at the single-cell level.

## Abstract (web summary)

Regenerative tissue engineering with mesenchymal stem cells is hampered by bulk methods of assessing differentiation status and a general assumption that expression of individual markers of stem cell differentiation correlate with functional capacity. Here the authors debunk this assumption by applying single-cell techniques to disassociate aggrecan mRNA abundance and matrix deposition.

Regenerative medicine strategies such as tissue engineering combine advances in cell biology, biomaterials and medicine to restore tissue function. Some approaches utilize stem cells for regeneration. For example, researchers commonly use multipotent progenitor cells, including mesenchymal stem cells (MSCs), for tissue engineering due to their capacity to undergo either osteogenic, adipogenic or chondrogenic differentiation^1^. However, even with the most effective differentiation protocols, individual MSCs demonstrate heterogeneity in their biophysical properties and in their ability to undergo lineage commitment^2^,^3^,^4^,^5^, with some clonal subpopulations robustly committing to a differentiated fate while other clones fail to respond to differentiation cues^3^,^6^,^7^. Furthermore, in cases in which it seems as though all cells have differentiated based on bulk expression of a particular marker, individual cells within the population may continue to express markers of other lineages^8^,^9^. Given that underperforming, alternatively performing or non-responsive subpopulations will hinder the performance of engineered tissues, this inherent MSC heterogeneity compromises therapeutic efficacy. As such, quantitative strategies to select ‘superior' subpopulations *a priori* would improve translational potential.

Despite the phenotypic heterogeneity in MSC populations, most studies that explore the molecular underpinnings of phenotype monitor differentiation via bulk assays of transcriptional state and protein synthesis averaged over an entire cell population. These ensemble measurements, by definition, mask population heterogeneity^10^,^11^. The advent of single-cell methods allows for the measurement of cell-to-cell variation and the ability to quantify absolute gene expression in a single cell^12^,^13^,^14^, revealing, for example, marked transcriptional heterogeneity. Real-time fluorescent monitoring of changes in transcript levels in individual cells has also shown that individual MSCs differ in the timing and extent to which they upregulate an early osteogenic marker^15^. These findings underscore the limitations of coarse ensemble approaches and highlight the need for single-cell molecular profiling of these differentiation events. Although it is reasonable to speculate that the subpopulation of cells expressing high levels of marker genes would ultimately be the most chondrogenic, this hypothesis remains untested.

Given that individual MSCs are highly variable in their capacity to undergo chondrogenesis and accumulate cartilage-like matrix^16^, we postulated that one could use single-cell marker gene transcript levels as a means to enrich for MSC subpopulations most suited for therapeutic application. Here we define this relationship by developing probe sets for RNA fluorescence *in situ* hybridization (FISH) directed against transcripts of markers of cartilage, bone and fat, and use single-cell analysis to delineate the relationships between absolute transcript level and differentiated cell function. Specifically, we hypothesized that cells that robustly accumulate an aggrecan-rich, cartilage-like matrix would also express high levels of aggrecan mRNA, while at the same time suppressing markers of other lineages.

We find surprising levels of variability in the expression of aggrecan and other marker genes between individual MSCs both before and after differentiation. However, when we compare the expression with functional capacity (defined by actual matrix deposition) on a single-cell basis, we find a weak correlation between transcript abundance and protein expression. Transcriptome-wide analysis via RNA sequencing further suggests that neither an expanded set of marker genes, nor the principal components of global gene expression variation, correlate strongly with functional capacity. Indeed, even in fully differentiated chondrocytes derived from native tissue, absolute aggrecan mRNA expression is decoupled from cartilage-like matrix accumulation. Collectively, these findings suggest that sorting based solely on a small set of differentiation markers will not improve chondrogenic outcomes, and challenge the traditional notion that marker gene expression defines or is even strongly associated with phenotype.

## Results

### Single cells express differentiation markers heterogeneously

To quantify absolute gene expression of marker genes on a single-cell basis during MSC differentiation and chondrocyte de-/re-differentiation, we paired classic cartilage tissue engineering and cartilage biology experiments with single-molecule RNA FISH^17^,^18^. Specifically, we monitored the simultaneous expression of aggrecan as a marker of chondrogenic differentiation, GAPDH as a reference gene, and osteopontin and lipoprotein lipase (LPL) as markers of alternate fates (osteogenesis and adipogenesis, respectively)^19^,^20^,^21^. For each gene, we designed fluorescently labelled sequence-specific oligonucleotide probes to visualize individual mRNA molecules in intact fixed cells. Individual mRNA appeared as bright diffraction limited spots (Fig. 1a,b), and subsequent spot counting yielded absolute copy number at the single-cell level.

To show that our measurements corresponded well with existing measurements of these systems, we first determined how absolute gene expression changed as MSCs underwent chondrogenic differentiation. To do so, we formed engineered constructs and used RNA FISH to quantify gene expression over 3 weeks in chemically defined media with or without transforming growth factor-β (TGFβ; chondrogenic induction media and control media, respectively, Fig. 1c). As expected, chondrogenic induction promoted proteoglycan synthesis and matrix accumulation (Fig. 1d) and increased aggrecan copy number in comparison with control media (Fig. 1e). Although there was considerable donor-to-donor variability in mean aggrecan levels and matrix deposition, the trends were similar between donors, with mean aggrecan copy number generally increasing over the first 7 days, before decreasing at later time points (Fig. 1e, Supplementary Fig. 1A and Table 1). Mean GAPDH copy number increased with exposure to induction media (Supplementary Fig. 1b). Thus, in aggregate, this RNA FISH analysis aligned with the canonical understanding of gene expression changes during chondrogenic differentiation^22^.

While these ensemble measures corresponded with previous findings, they did not provide information on cell-to-cell variability in expression of these lineage markers. Thus, we measured mRNA copy number on a cell-by-cell basis under baseline conditions and with differentiation. We assayed four conditions: naive MSCs in expansion culture, MSCs differentiating in engineered constructs after 1 and 21 days in induction media, and as a positive control, fully differentiated primary chondrocytes (Fig. 1f,g). For each of these groups, single-cell analysis showed striking heterogeneity in expression, with aggrecan mRNA copy number per cell spanning three orders of magnitude (10^0^–10^2^). Consistent with the notion that stem cells exhibit greater variability than differentiated cells, naive MSCs showed the greatest heterogeneity in aggrecan expression (as measured by the coefficient of variation, Table 1), and the coefficient of variation decreased with exposure to induction media. However, the variability remained high even after long periods of time in differentiation culture (Fig. 1g). Fully differentiated chondrocytes had the most homogeneous aggrecan expression of all the cell types and conditions we examined, though their mean aggrecan copy number was slightly lower than that of differentiated MSCs. These data show that MSCs exhibit substantial cell-to-cell expression heterogeneity and that, while chondrogenic culture promotes a chondrocyte-like gene expression pattern, copy number remains highly variable between cells. Indeed, this variability within a population of differentiated MSCs overshadowed differences in mean expression between donors (3–4 orders of magnitude versus a maximum of ∼twofold difference, Fig. 1h).

This heterogeneity may either reflect different subpopulations that have adopted distinct fates or appear in cells that remain uncommitted. In the former scenario, if differentiated MSCs can express markers for only one fate at a time, then alternate lineage commitment should manifest as an anti-correlation between aggrecan and other lineage markers at the single-cell level. To determine whether this was the case, we performed RNA FISH for aggrecan, osteopontin and LPL in the same cells, with the latter two markers indicating osteogenic and adipogenic lineages, respectively. Rather than identifying subpopulations that were distinctly chondrogenic or osteogenic, we instead observed a slight positive correlation between aggrecan and osteopontin (Fig. 1i, Day 1 *ρ*=0.49, *P*<0.001; Day 21 *ρ*=0.34, *P*<0.005). Conversely, LPL expression was minimal, and did not correlate with either aggrecan or osteopontin expression (Supplementary Table 2). These data suggested that heterogeneity in marker expression after differentiation is not due to alternate lineage commitment, but rather highlights the fact that even differentiated MSCs can express high levels of markers for inappropriate lineages.

### RNA levels poorly predict single-cell functional potential

On the basis of this tremendous cell-to-cell heterogeneity in chondrogenic gene expression, we next asked whether aggrecan or other markers might serve as a means for separating robustly chondrogenic cells from the less chondrogenic ones in the initial heterogeneous population. For this to be possible, mRNA levels would need to correlate with chondrogenic capacity, indicated by the accumulation of a proteoglycan-rich extracellular matrix. To determine whether such a connection existed, we seeded MSCs in three-dimensional (3D) culture and induced chondrogenesis for 7 days, the point at which mean aggrecan expression peaked. We then performed immunofluorescent staining for aggrecan core protein (a central component of the cartilage-like extracellular matrix) simultaneously with RNA FISH using one of two probe sets: probes for markers of multiple fates (aggrecan, osteopontin, LPL and GAPDH; Batch 1 samples) or probes for chondrogenic markers (Sox9, cartilage oligomeric matrix protein (COMP) and GAPDH; Batch 2 samples). We designated cells with evidence of extracellular staining for aggrecan core protein as ‘high-performing' (comprising 12–62% of the population, depending on donor), and cells lacking extracellular staining as ‘low-performing' (Fig. 2a,b). Surprisingly, aggrecan expression did not strongly predict aggrecan core protein accumulation. Indeed, even within a single donor, the distribution of aggrecan mRNA abundance in high- and low-performing cells overlapped substantially (Fig. 2c). The mRNA/cell distributions of other chondrogenic markers (COMP, Sox9), markers of alternative fates (osteopontin, LPL) and the housekeeping gene *GAPDH* (Supplementary Fig. 2a) also demonstrated similar overlap. While in aggregate, the high-performing cells had a greater mean expression of aggrecan, COMP and Sox9, and lower mean expression of osteopontin than low-performing cells, the magnitude of these differences was small and similar to the shift seen in GAPDH expression (Supplementary Fig. 2a, aggrecan: 1.35-fold increase, COMP: 1.14-fold increase, Sox9: 1.33-fold increase, GAPDH: 1.17-fold increase, osteopontin: −1.22-fold decrease). We also determined the expression ratios relative to commonly used normalization genes (that is, aggrecan/GAPDH) or to genes indicating alternate lineage specification (that is, aggrecan/osteopontin). These metrics also showed substantial overlap and small effect size (Supplementary Fig. 2a). Thus on this qualitative basis, neither absolute nor normalized single-cell expression of marker genes was highly predictive of chondrogenic capacity at the single-cell level.

To quantify the ability of transcript abundance to predict the extent of a cell's matrix accumulation, and thus sort high- from low-performing cells, we constructed receiver operating characteristic (ROC) curves to determine the ‘true positive' (sensitivity) and ‘true negative' (specificity) rates associated with potential mRNA thresholds. We pooled data across donors assayed using the same probes (batches 1 and 2). Within each batch, we assessed the high/low classification performance of individual genes, gene expression ratios and linear combinations of gene expression levels (Fig. 2d–f, Supplementary Fig. 2b). While each metric discriminated between high- and low-performing cells better than random chance (represented by the diagonal line on the ROC plots, and an area under the curve=0.5), the improvements in selection specificity were relatively small. Of the individual RNA types indicative of the chondrogenic lineage, aggrecan and Sox9 were best able to discriminate between high- and low-performing cells. For example, consider the optimized threshold of 405 aggrecan mRNA, which maximizes the Youden J statistic (sensitivity+specificity−1). Conceptually, we can designate all cells with >405 aggrecan RNA as anticipated high performers, and others as anticipated low performers. For the donors studied, this unsorted population was 34% high- and 66% low-performing cells. Sorting based on this optimized aggrecan threshold misclassified 37% of all cells (that is, percent of high cells predicted to be low, or low cells predicted to be high). 50% of high-performing cells were lost due to incorrect classification as ‘anticipated-low' cells, and the fraction of high-performing cells in the ‘anticipated-high' population was enriched only 35% over the unsorted population (Fig. 2g). A logistic regression model combining aggrecan and osteopontin expression improved on this performance only slightly, where its optimized threshold yielded a 33% misclassification rate, and enriched the fraction of high cells by 37% (Fig. 2h, versus 35% for aggrecan alone). Of the gene expression ratios, aggrecan/osteopontin was a better discriminator than aggrecan/GAPDH, though its selection performance did not surpass that of aggrecan alone. Sorting on a donor-by-donor basis was similarly ineffective (Supplementary Fig. 2b). Thus, sorting cells based on expression of aggrecan, other common differentiation markers, and linear combinations thereof would result in only marginal enrichment of the population, while substantially reducing available cell number.

### Transcriptomics does not identify better marker sets

On the basis of the inability of aggrecan and other lineage-specific markers to robustly predict matrix accumulation at the single-cell level, we next utilized high-throughput RNA sequencing to determine whether other features of the transcriptome, and specifically factors present in the undifferentiated population, might prospectively identify MSCs with high differentiation potential. 

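RNA from 17 clonal bovine MSC populations, each grown from 1 bone marrow-derived cell, and from 1 heterogeneous (unsorted, many-cell) population was sequenced at passage 1. The authors deposited, for each library, the number of reads that HTSeq counted on each of 16989 RefSeq genes of the bosTau7 cattle genome after alignment with STAR, without normalization. The clonal libraries held between 11484812 and 18458157 reads on genes (median 14193790) and the heterogeneous library held 16092501. A further 18.78% to 26.81% of the reads in each file lay outside genes and 0.164% to 0.192% were ambiguous between genes. All reads in a file came to between 14384640 and 22902866, whereas the values reported here use reads on genes only. Of the 17 clones, 15 appear in Fig. 3 with a GAG/DNA value, and clones A and N have counts but no value in that figure. The GAG/DNA means were measured from the bars of Fig. 3c by image analysis and rounded to 2 significant digits, since the text prints none, so correlations with GAG/DNA cover 16 samples (15 clones and the heterogeneous population). Of these, 6 rest on 1 pellet, 1 on 2 pellets and 9 on 3 pellets. The legend of Fig. 3 also names a clone W with 1 pellet, which is not analysed here. Gene lengths of the annotation were not used here, so CPM values (the counts of a gene scaled to the total of reads on genes) with a pseudocount of 0.25, on the log2 scale, stand in for the paper's FPKM. Each clone was sequenced once, so there is no replicate error for a single clone and the spread reported is that between clones.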

We expanded single-cell-derived MSC colonies in monolayer, and collected a fraction of the cells for RNA sequencing and subsequent transcriptome analysis. The remaining fraction was expanded through an additional passage, formed into pellets and cultured in the presence of TGFβ for 21 days to assay chondrogenic potential (Fig. 3a). This evaluation of baseline MSC gene expression in clonal populations derived from single cells had the potential to identify markers that could be used to sort freshly isolated MSCs based on their gene expression signatures.

An initial comparison of differential expression between clones (Fig. 3b), as compared with the deposition of extracellular matrix components of each clone (Fig. 3c), revealed no striking patterns of gene expression that correlated with subsequent matrix deposition. 

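The 11477 genes with a CPM above 1 in at least 1 clone had a median SD of 0.35 log2 units over the 17 clones, and 23.98% of them ranged over more than 2 log2 units. The edgeR common dispersion corresponded to a biological coefficient of variation of 32.13% between clones. Some cartilage genes spread far more than this. Aggrecan (listed as ACAN) ran from 19.47 to 3032.12 CPM (SD 2.16 log2 units, n = 17 clones), a spread larger than in 99.9% of genes, and COL2A1 ran from 19.38 to 1287.25 CPM (SD 2.02). SOX9 had an SD of 1.09 and osteopontin (listed as SPP1) of 0.74, while ACTB had 0.40. With a pseudocount of 1 the median SD was 0.31. Clones that were close in expression were no closer in matrix deposition. The mean difference in GAG/DNA between each of the 16 samples and its nearest neighbour in expression was 143.75, against 142.92 over all pairs (one-sided permutation test, p = 0.508). The 2 closest samples were clones C and O.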

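Principal component analysis was repeated on the 11534 genes with a CPM above 1 in at least 1 of the 16 samples, each gene centred and scaled. PC1 held 32.70% of the variance and PC2 17.43%, with the sign of PC2 set so that aggrecan is higher at high scores. The PC1 score did not follow GAG/DNA (Pearson r = -0.0503, permutation p = 0.853; Spearman rho = -0.107, p = 0.689, r = -0.0039 without clones F and J, the 2 samples farthest from the median GAG/DNA). For PC2, r was -0.567 (permutation p = 0.022, 0.0441 after Benjamini-Hochberg adjustment over the 2 components and 0.11 over the first 5, or 0.0387 over the first 5 with TMM or DESeq2 size factors) and rho was -0.598 (p = 0.0165). Without clones F and J the PC2 r was -0.497 (p = 0.0696). Without clone F alone it was -0.438 (p = 0.101) and without clone P alone -0.440 (p = 0.10), where PC3 had r = 0.561 (p = 0.0305, 0.1525 adjusted over 5 components). In a PCA of all 18 libraries PC2 had r = -0.358 (p = 0.172) and PC3 r = 0.727 (p = 0.0017, adjusted p = 0.0084). Among the 6 samples with 1 pellet the PC2 r was -0.942 (exact permutation p = 0.0069, rho = -0.943, exact p = 0.0167), and among the 10 samples with 2 or 3 pellets it was -0.274 (permutation p = 0.443, rho = -0.333, p = 0.348). A permutation of the samples between these sets did not separate the 2 values (p = 0.0858). The setting that moved PC2 most was a PCA of the samples with 2 or 3 pellets alone, where r was -0.0575 (p = 0.874).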

We also used principal component analysis to determine whether the variation between the gene expression of each clone could be used to predict functional capacity, but there was no relationship between clustering in either of the first two principal components and matrix deposition (Fig. 3d).

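Further tests used all genes together. Distances between samples in scaled log2 CPM were compared with their differences in GAG/DNA by a Mantel test, which gave r = -0.0730 (one-sided permutation p = 0.734). A ridge regression on all genes, with its penalty fixed beforehand, then predicted the GAG/DNA of each sample from the other 15. Predicted and measured values had r = 0.318, and the prediction accounted for 9.41% of the variance left by the mean. Of 100 permutations of GAG/DNA, 6 gave an r as large (one-sided permutation p = 0.0693), with a median of -0.224 and a 95th percentile of 0.369. The alternative that moved the prediction most was the set of 10 samples with 2 or 3 pellets, where r was -0.466 (p = 0.673). With clone H left out the prediction reached 0.484 (p = 0.0297). Without clone C or clone E it was 0.297 or 0.342 (p = 0.0495 for each). The share of variance accounted for depended on single samples. It was -1.94% without clone F, 1.81% without the heterogeneous population, 2.82% without clone I, 3.36% without clone B and 3.75% without clone P, against 23.09% without clone H and 14.32% without clone O.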

Given that the full transcriptome lacked global predictive capacity, we next sought to broaden our conclusions from the FISH experiments by examining the sequencing data associated with individual genes. We selected a small subset of genes that corresponded to four categories of markers identified in previous studies: chondrogenic markers, stemness markers, cell cycle-associated genes and housekeeping genes^23^. Consistent with our single-cell analysis results, none of these genes correlated strongly with functional potential on a clonal basis (Fig. 3e). 

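Over the 16 samples, 1 of the 24 genes of Fig. 3e, MMP13, had a permutation p under 0.05 for Pearson r, and 0 of 24 did so after Benjamini-Hochberg adjustment over the 24. By Spearman rho, 0 of 24 had a p under 0.05 and the smallest p was 0.0519. In 15 of 24 genes r was negative. Apart from MMP13 and aggrecan, the largest r² was 0.1225, for SOX2 (r = -0.350, p = 0.185, rho = -0.206, p = 0.441, r = -0.234 without clones F and J). The chondrogenic markers SOX9 (r = -0.250, p = 0.346, rho = -0.266, p = 0.317) and COL2A1 (r = -0.256, p = 0.337, rho = -0.219, p = 0.412) did not follow GAG/DNA, and without clones F and J their r was -0.183 and -0.332. All of these had an adjusted p of 0.753. COMP had r = -0.198 (p = 0.470, adjusted p = 0.753, rho = -0.175, p = 0.515, r = -0.303 without clones F and J), and with each sample left out in turn its r ran from -0.281 to 0.0928. The housekeeping gene GAPDH was counted at 1 to 12 reads per library, too few to measure its level, whereas ACTB had 33088 to 86964.

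**Figure D1:**
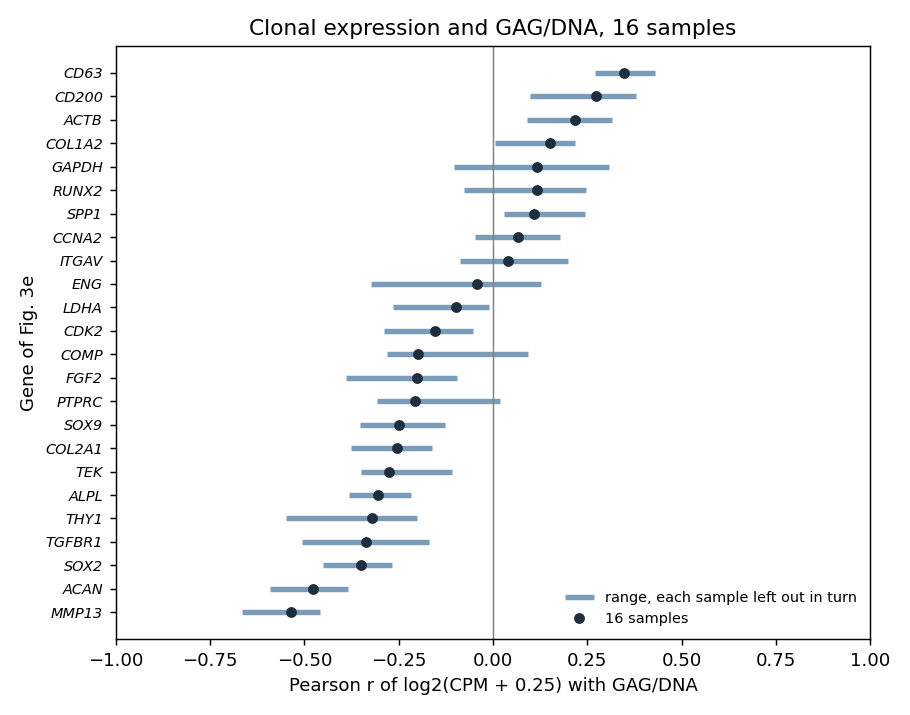
Pearson r (horizontal axis, no unit) of log2(CPM + 0.25) with GAG/DNA for each of the 24 genes of Fig. 3e (vertical axis). Points give r over 16 samples and bars the range of r when each sample is left out in turn. MMP13 runs from -0.666 to -0.458 and ACAN from -0.590 to -0.385.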

Even the most predictive genes, MMP13 and aggrecan, correlated only weakly (*r*^2^=0.3, *P*=<0.05 and *r*^2^=0.23, *P*=0.062, respectively). 

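For MMP13, r was -0.535 (r² = 0.286, permutation p = 0.0337, rho = -0.486, p = 0.0578) and for aggrecan r was -0.478 (r² = 0.228, p = 0.0619, rho = -0.497, p = 0.0519). Both had an adjusted p of 0.743 over the 24 genes. Without clones F and J, r was -0.543 for MMP13 and -0.601 for aggrecan. MMP13 was counted at 0 to 8 reads per library, 37 reads over the 16 samples, with 0 reads in 4 of them. When its counts were redrawn with Poisson error, r lay between -0.666 and -0.208 in 95% of the draws. The draws started from the observed counts, so libraries with 0 reads stayed at 0, and this is not a range for the true r. Aggrecan was counted at 311 to 22594 reads. With a pseudocount of 0.05 the MMP13 r was -0.462 (p = 0.073), and in the 15 clones alone it was -0.496 (p = 0.0612), where that of aggrecan was -0.553 (p = 0.032). The p of MMP13 was also above 0.05 without clone I, K, P or Q, where r was -0.502 (p = 0.0576), -0.507 (p = 0.0538), -0.505 (p = 0.0552) and -0.458 (p = 0.0852). The p of aggrecan was below 0.05 without clone J, where r was -0.590 (p = 0.0224), or clone O, where it was -0.562 (p = 0.0291). Among the samples with 1 pellet, r was -0.881 for MMP13 (n = 6, exact permutation p = 0.0306, rho = -0.754, exact p = 0.106) and -0.792 for aggrecan (exact permutation p = 0.0764, rho = -0.714, exact p = 0.136). Among the 10 with 2 or 3 pellets it was -0.277 (permutation p = 0.442, rho = -0.243, p = 0.498) and -0.303 (p = 0.396, rho = -0.333, p = 0.348). A permutation of the samples between the sets did not separate their r (p = 0.0964 for MMP13 and 0.268 for aggrecan). Of 11534 genes, 753 (6.53%) had an r² as large as that of MMP13 and 1314 (11.39%) one as large as that of aggrecan.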

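A test of every gene was run on the counts with edgeR's quasi-likelihood method, which fitted a slope of expression on GAG/DNA, in log2 units per 100 units of GAG/DNA, to the 11230 genes with enough reads. After Benjamini-Hochberg adjustment 0 genes passed 0.05, and the smallest adjusted p was 0.270. Without adjustment 1346 genes (11.99%) had a p under 0.05. When GAG/DNA was shuffled over the 16 samples 60 times, 6 shuffles gave as many such genes, and the median shuffle gave 367.5. The 10 genes with the smallest p were all lower where GAG/DNA was higher. SLC25A28 had a slope of -0.16 (standard error 0.03, adjusted p = 0.270 by the edgeR quasi-likelihood test) and PRG4, which encodes lubricin, one of -1.88 (standard error 0.43, adjusted p = 0.270 by the same test). The PRG4 slope was -1.33 without clone Q and -0.49 in the samples with 2 or 3 pellets. The others were HSD17B14, DGCR2, FBRSL1, CASP9, RFX1, SYT8, ZNF395 and CDK5RAP2, with slopes from -1.40 to -0.13 and the same adjusted p. SYT8, at -1.40, had a slope of -0.76 without clone Q, and ZNF395 went from -0.40 to -0.17 in the samples with 2 or 3 pellets. Of the 21 genes of Fig. 3e in the edgeR test, 2 had an unadjusted p under 0.05, aggrecan and COMP, and 0 passed after adjustment. COMP had a slope of -0.65 (standard error 0.31, p = 0.0493, adjusted p = 0.416 by the edgeR quasi-likelihood test). DESeq2's Wald test called 60 genes, 15 higher and 45 lower with GAG/DNA. On simulated counts this test gave 6.9% and 15.6% false calls at slopes of 0.5 and 1, and 0 of the 60 remained with a t reference distribution, which was added after seeing the data. At a slope of 0.5 that version found 75.5% of the changed genes, against 94.5% by the Wald test. All simulated genes shared the same dispersion, so these shares need not hold for genes that vary more. From the clustering, the principal components and the single genes, the paper proposes that no RNA signature in the undifferentiated clones marks those with high chondrogenic potential.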

Altogether, this transcriptomic analysis suggests that there is no expression signature at the RNA level that could pre-identify specific clones with high chondrogenic potential.

### Marker heterogeneity emerges rapidly after cell division

On the basis of the inability of transcript levels to robustly predict matrix forming potential, we next asked whether it was propagated through cell division; that is, whether cells with a higher expression level would transmit this feature to their daughter cells. As an initial assay, we measured aggrecan copy number in every cell located within a series of small MSC colonies stimulated with TGFβ (where each individual colony likely arose from a single cell, Fig. 4a). Results from this analysis showed that aggrecan copy number varied more within a single colony than it did between colonies (Fig. 4b). This result suggests that with just a few cell divisions, aggrecan levels rapidly devolved to recapitulate the heterogeneity present in the bulk population. In contrast, GAPDH was less variable than aggrecan within each colony (lower coefficient of variation, Supplementary Table 3), but showed greater differences in mean level between colonies (Fig. 4c). Thus, not every gene demonstrated the high intra-colony variability observed in aggrecan expression, and some genes were differentially expressed between colonies. However, without live cell time-lapse measurements of the cellular lineage, it was difficult to directly show that variability in aggrecan mRNA levels arose through randomization rather than heritable differences.

To overcome this limitation, we next continuously tracked MSCs as they migrated and divided in induction media by live cell microscopy for 3 days, and correlated terminal aggrecan expression between sister cells with respect to the time since their last division (Fig. 4d). Shortly after division (<12 h), sister cells had comparable aggrecan and GAPDH levels (Fig. 4e,f, Supplementary Fig. 3a,b), suggesting symmetric partitioning of RNA. However, after more than ∼12 h since division, sister cells showed increasingly divergent levels of aggrecan and GAPDH expression (Fig. 4e,f, Supplementary Fig. 3a,b, Supplementary Table 6). Within cell pairs, aggrecan and GAPDH divergence only weakly correlated, suggesting that the relative difference between sister cells was not globally regulated, underscoring the fact that aggrecan and GAPDH do not necessarily change together (Supplementary Fig. 3c,d). These findings may reflect a difference in cell function as a consequence of asymmetric cell division (that is, sister cells have different target expression levels) or could simply identify how asynchronous dynamic fluctuations lead to temporal differences in expression level. In either case, these differences suggest that a sorted population of high-aggrecan cells would not remain so for more than a couple of days, and may explain why, at the single-cell level, cells with high-aggrecan RNA expression are not necessarily the cells with the greatest amount of matrix deposition.

### Marker genes do not identify a chondrocyte phenotype

While aggrecan gene expression did not correlate with matrix deposition in MSCs, it is a canonical feature of the differentiated chondrocyte ‘phenotype' and is widely considered to be a leading indicator of cartilage-specific extracellular matrix deposition (for example, aggrecan core protein)^24^,^25^,^26^. It is also well accepted that, on serial passaging and expansion in monolayer, chondrocyte matrix production decreases along with a multi-fold decrease in the aggrecan/GAPDH ratio (Fig. 5a)^27^,^28^,^29^,^30^,^31^. This change in expression is associated with increases in cell size and proliferation rate^32^,^33^,^34^. To reconcile our finding of discordant aggrecan expression and matrix deposition in MSCs with these classical experiments that define the chondrocyte ‘phenotype', we performed RNA FISH on chondrocytes that were serially passaged in monolayer to induce ‘de-differentiation' and after subsequent ‘re-differentiated' in 3D culture (where one would expect a resumption of the cartilage phenotype)^35^,^36^.

For de-differentiation studies, we serially passaged chondrocytes nine times in monolayer with analysis at every other passage via RNA FISH. Consistent with classical findings^35^,^37^, the normalized ratio of aggrecan to GAPDH expression level decreased with passage number (Fig. 5b). However, and quite surprisingly, this change was not due to a decrease in absolute aggrecan copy number (Fig. 5c). Rather, aggrecan copy number showed a small but significant increase from passage 0 (initial plating) to passage 1, before returning to passage 0 mean copy number at later passages. In contrast, there was a rapid increase in mean GAPDH copy number over the first passage (increasing ∼fourfold) that remained at these elevated levels through additional passages (Fig. 5d). Previous studies from our group have shown that global transcription (including expression of GAPDH and many other abundant ‘house-keeping' genes) correlates with and can be dictated by cell size^38^. We also found that chondrocyte spread-cell area generally increased with passage number (Fig. 5f, Supplementary Fig. 4) and that the mean volume of suspended cells increased by ∼threefold between primary isolation (passage 0) and passage 5 (Fig. 5e). Taken together, these findings suggest that aggrecan expression does not decrease with chondrocyte de-differentiation and does not correlate with chondrocyte functional potential at the population level. Instead, normalization to housekeeping genes obscures relatively minor changes in aggrecan gene expression that occurs during chondrocyte ‘de-differentiation'. These single-cell data suggest that canonical markers of the chondrocyte phenotype do not accurately describe the molecular profile of de-differentiation.

To further explore how normalization may confound our interpretation of gene expression changes, we forced the re-differentiation of culture-expanded chondrocytes that had lost their ‘phenotype'. To do so, we encapsulated chondrocytes at early and late passage (passage 0 and 5, respectively) in 3D agarose hydrogels, and monitored matrix synthesis and gene expression over 2 weeks via Alcian blue staining and RNA FISH (Fig. 5a). Consistent with classical studies^35^,^36^, early passage chondrocytes produced matrix robustly on encapsulation, while late passage (de-differentiated) chondrocytes showed a significant attenuation in matrix deposition (Fig. 5g). RNA FISH showed that after 1 day of agarose culture, late passage chondrocytes expressed more aggrecan and more GAPDH than early passage chondrocytes (Fig. 5h,i). Over 14 days, mean aggrecan levels were maintained in early passage cells, but decreased in late passage cells. In keeping with our findings in monolayer, the aggrecan/GAPDH ratio was strongly influenced by changes in GAPDH (Fig. 5j). These data further support the finding that absolute changes in aggrecan expression levels are not responsible for the loss of phenotype observed in serially passaged chondrocytes.

## Discussion

In this work, quantitative single-cell analysis of gene expression provided evidence that the abundance of mRNA markers is only weakly linked to the chondrogenic phenotype of cartilage and progenitor cells. Specifically, we found that both MSCs and chondrocytes exhibited rampant transcriptional heterogeneity. This observation was not altogether surprising for MSCs, given that a single MSC population is comprised of a heterogeneous pool of related but distinct clonal populations. However, the transcriptional heterogeneity within individual MSC colonies suggested that this overall population heterogeneity is not entirely due to the mixing of clonal populations of varying potency, but instead likely arose from random transcriptional processes. While such heterogeneity may confound the interpretation of ensemble measurements, if this variation reflected intrinsic differences in differentiation capacity or differentiated state, then it might be harnessed towards a productive end. That is, cell sorting based on this variability could enable selection of ‘superior' sub-populations for therapeutic applications. For example, the expression of ‘stemness markers' such as SOX2 (ref. 39), OCT4 (ref. 40) and NANOG^41^ can distinguish pluripotent cells from larger heterogeneous populations, and the expression of an early osteogenic marker enables enrichment of the stromal vascular fraction for osteogenic cells^15^. However, our data show that for naive MSCs, neither genome-wide transcriptional metrics nor the transcriptional abundance of MSC stemness and chondrogenic markers correlate with the ultimate functional capacity. Strikingly, the most predictive genes (*aggrecan* and *MMP13*) were negatively associated with chondrogenic capacity, potentially suggesting that high-transcriptional promiscuity in naive MSCs reflects an inability to undergo robust lineage commitment. Furthermore, our single-cell studies showed that while naive MSCs and chondrocytes represent opposite ends of the differentiation spectrum, their absolute expression of canonical differentiation markers largely overlapped. 

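The slope of aggrecan on GAG/DNA over the 16 samples was -0.94 log2 units per 100 units of GAG/DNA (standard error 0.41, p = 0.0336, adjusted p = 0.380 by edgeR's quasi-likelihood test), which ranked 995 among the genes tested. With each sample left out in turn it stayed between -1.14 and -0.80. Its p by the same test was above 0.05 without clone B (0.0615), C (0.0751) or F (0.0622), and below it without clone D, E or G. Without clone I or P, 0 genes of Fig. 3e had a p under 0.05 by this test, so aggrecan was above it there too. The p values without the remaining clones are not given here. The aggrecan slope was -0.48 (p = 0.522) in the samples with 2 or 3 pellets and -1.03 (p = 0.0197) in the 15 clones. MMP13 had too few reads to enter that test, and with no filter its slope was -0.67 (standard error 0.29, p = 0.033, adjusted p = 0.411 by the same test). Of the genes with a CPM above 1 in at least 1 sample, 6220 (53.93%) had a negative r with GAG/DNA. The paper proposes, as a possibility, that promiscuous transcription in naive MSCs marks cells that cannot commit firmly to a lineage.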

When we monitored gene expression and cartilage-like matrix accumulation simultaneously on a cell-by-cell basis, marker expression taken at a single time point only weakly associated with cell output of extracellular matrix. Thus, we conclude that marker expression would only enable a slight enrichment of the population (∼35% increase in high-performing cells over the unsorted population) while drastically restricting available cell number for therapeutic application.

One possible explanation of the disconnect between an individual cell's transcript abundance and differentiated state is that, for many genes, transcription is a stochastic process comprised of long ‘silent' periods punctuated by short transcriptional bursts^42^,^43^,^44^,^45^,^46^,^47^. Bursting kinetics are strongly dependent on both the gene in question and the stimulus that is applied^42^,^46^,^48^,^49^, along with the position in cell cycle and cell volume^38^,^50^. For instance, stimulation (for example, TGFβ) can induce a synchronized initial burst of target gene expression, but subsequent bursts are typically asynchronous^51^,^52^,^53^,^54^. Thus, two cells with fluctuating but equivalent gene expression over time may exhibit different copy number when sampled at a single time point. As recently reported^53^,^55^, the rate of fluctuation (slow versus fast) of a single gene manifests in the heterogeneity observed between and within small clonal clusters. Our findings of high intra-colony variability and sister cell divergence in MSCs suggest that marker copy number fluctuates rapidly over a short timescale. As a result, absolute marker gene expression is not strongly heritable in MSCs, and we speculate that cells sorted on the basis of such expression will undergo transcriptional shifts over time and with further population expansion. In other systems, such stochastic variation in gene expression not only marks but can also determine cell fate^56^,^57^,^58^,^59^,^60^,^61^,^62^. Here it is surprising that for aggrecan, a gene whose product plays such a critical role in the extracellular matrix, such emergent heterogeneity in transcript abundance does not appear to reflect true variation in potency.

The disconnect between expression and functional capacity (matrix accumulation) may also reflect the time history of the system and the influence of other regulatory mechanisms. Aggrecan core protein undergoes co- and post-translational modifications, and may be subject to processing or secretory errors^26^,^63^. It may be that not every cell that produces core protein can appropriately modify the core and secrete it into the extracellular space. Furthermore, integration and retention of aggrecan core protein within the extracellular matrix relies on association with the hyaluronic acid and collagen network and other molecules^26^,^64^, and even aggrecan that has been integrated into the established matrix may ultimately be degraded by aggrecanases produced locally^65^. Deficiencies in any of these steps could decouple even temporally constant aggrecan mRNA expression from aggrecan core protein accumulation in the pericellular space. However, our transcriptome-wide data suggest that there is not a transcript level correlation between functional capacity and any of the genes involved in these processing steps.

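Genes for the steps named here were listed before the counts were examined, in 4 groups (27 for modification of the core protein and its chains, 15 for secretion, 24 for integration into the matrix and 26 for degradation). In edgeR's quasi-likelihood test against GAG/DNA, 76 of them had enough reads. Of these, 0 passed an adjusted p of 0.05 over all genes tested, 0 did so adjusted over the list alone, and 11 had an unadjusted p under 0.05. The smallest p was that of CHST15, a chondroitin sulfotransferase, with a slope of 0.44 log2 units per 100 units of GAG/DNA (standard error 0.11, adjusted p = 0.270 over all genes and 0.0702 over the list alone by this test). MMP9 and MMP12 had slopes of -2.38 (standard error 0.68) and -2.17 (standard error 0.62), with adjusted p = 0.277 over all genes by the same test. Both lean on the heterogeneous population, which had 10509 reads of MMP9 against at most 229 in a clone and 819 of MMP12 against at most 24. In the 15 clones alone the slopes were -0.67 (p = 0.0918) for MMP9 and -0.68 (p = 0.0464) for MMP12, with that of CHST15 at 0.44 (p = 0.0020). DESeq2's Wald test called these 3 genes over all genes and 4 adjusted over the list alone. With a t reference distribution it called 0 over all genes and 3 adjusted over the list alone. In the 15 clones, a setting added after seeing the data, the Wald test called CHST15 and HAPLN1 (slope -0.81), each with an adjusted p of 0.0500 after rounding. Of the tested genes, 7 of 25 for modification, 12 of 15 for secretion, 3 of 20 for integration and 5 of 16 for degradation had a positive slope.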

Collectively, our findings in MSCs show that instantaneous aggrecan expression is only tenuously connected to matrix deposition. Moreover, differentiation of these cells fails to recapitulate the potential of native chondrocytes and does not prevent the expression of markers of alternate lineages even at the single-cell level. Our finding that chondrocyte expression of aggrecan does not decrease with de-differentiation also supports this weak connection, and raises questions as to the role of marker gene expression in defining phenotype. While aggrecan is one of the most conventional markers for the cartilage phenotype, its absolute expression did not correlate with cartilage-like matrix production and did not change as cells ‘de-differentiated'. If aggrecan expression does not change, other elements of the cell must be responsible for shifting cell fate and altering the transcriptional ‘focus' of the cell. Here our finding of major shifts in GAPDH with minor changes in aggrecan during de-differentiation suggest that de-differentiation may be better characterized as a shift in cell focus rather than a loss in specific programmatic expression of marker genes. While it is not yet clear what cell-wide changes drive this process, future work utilizing transcriptomics may identify a more comprehensive set of markers that are predictive of differentiated cell function. Until phenotype and its basis in gene expression are more precisely defined, our results suggest that it may be ineffective to design therapies that seek to bolster phenotype by increasing expression of individual genes or regulating transcriptional control of individual promoter regions, even for those genes whose products are directly related to functional matrix assembly. Simply increasing the raw RNA signal available to the cell may be insufficient, and it may also be necessary to alter the transcriptional context in which this occurs. These findings challenge the traditional notion that marker gene expression defines or is even strongly associated with the chondrocyte phenotype, and identify new directions in progenitor cell biology to establish, enforce and select subpopulations for therapeutic application.

## Methods

### Cell isolation and expansion

MSCs were isolated from the tibial and femoral bone marrow of juvenile bovine cows (3–6 months, Research 87, Boylston, MA) and expanded in a basal media consisting of high-glucose DMEM with 10% FBS and 1 × antibiotic–antimycotic. After the initial plating reached ∼80% confluence, cells were passaged at a ratio of 1:3 before use in experiments. For single-cell-derived colonies, bovine MSCs were isolated as described above and seeded sparsely onto glass coverslips. Individual colonies were allowed to expand for 3 days in basal media, followed by 4 days in chondrogenic induction media before fixation. All cells in each colony were manually located and imaged as described below. Chondrocytes were isolated from articular cartilage from the trochlear groove of juvenile bovine knees. Cartilage was digested in basal media supplemented with type II collagenase (0.5 mg ml^−1^, Sigma-Aldrich) for up to 18 h. Isolated cells were filtered, washed and plated in basal media. To improve cell yield for chondrocyte re-differentiation studies, cartilage was also digested in basal media with pronase (2.5 mg ml^−1^, Calbiochem) for 1 h before collagenase digestion. For all studies, chondrocytes were expanded in basal media and passaged 1:10 when plates reached ∼80% confluence. All bovine cells were derived from animals used in the food production industry, and so no institutional approvals were required.

### Cell encapsulation

For 3D culture, MSCs (passage 2) or chondrocytes (passage 0 and passage 5) were encapsulated in 2% agarose microgels at a density of two million cells per ml. Molten 4% w/v agarose (type VII, Sigma, 44 °C) was mixed 1:1 with cells suspended in media and pipetted into small drops in a well plate. Round coverslips were placed on top of the molten drops to spread the mixture before the gel solidified, resulting in the formation of uniform microgels that were 10–12 mm in diameter (depending on coverslip diameter) and ∼400 μm thick. Coverslips were removed from the microgels before culture. Microgels were supplied with fresh media every 3 days and 24 h before collection. MSC microgels were maintained in a chemically defined media consisting of high-glucose DMEM supplemented with 1 × antibiotic–antimycotic, 40 ng ml^−1^ dexamethasone, 50 μg ml^−1^ ascorbate 2-phosphate, 40 μgml^−1^ L-proline, 100 μg ml^−1^ sodium pyruvate, 1.25 mg ml^−1^ bovine serum albumin, 5.35 μg ml^−1^ linoleic acid and 1 × insulin–transferrin–selenous acid premix (Corning CB-40350), either with or without 10 ng ml^−1^ TGFβ3 (R&D Systems)^66^. Chondrocyte microgels were cultured in basal media (high-glucose DMEM+10% FBS+1 × antibiotic–antimycotic) supplemented with 50 μg ml^−1^ ascorbate 2-phosphate. At defined time points, gels were fixed for 30 min in paraformaldehyde (PFA) and stored in 70% ethanol at 4 °C.

Cell viability in gels was assessed using the LIVE/DEAD Cell Viability Assay Kit (Molecular Probes L-3224). A custom Matlab script quantified the number of live (calcein-AM positive) and dead (ethidium-homodiner-1 positive) cells in three 4 × fields of view per microgel. To assess viability in conjunction with RNA FISH, a fixable, amine-binding green fluorescent dead cell stain (Molecular Probes L-23101) was employed. For fixable dead staining, microgels were washed with PBS, stained for 30 min in a 1:5,000 dilution in PBS, washed with PBS again, and then fixed in PFA before RNA FISH analysis, as described below.

### Chondrogenic pellet culture and biochemical content

Clonally derived passage 2 MSCs were formed into cell-rich pellets via centrifugation (200,000 cells per pellet) and cultured in chondrogenic induction media with TGFβ for 21 days^67^. Pellets were papain digested and biochemically assayed for glycosaminoglycan and DNA content using via the1,9-dimethylmethylene blue and Picogreen (Molecular Probes, Eugene, OR) assays, respectively^67^.

### Live cell imaging and tracking

To investigate mRNA levels as a function of the time history of division, passage 2 MSCs were seeded into two-well LabTek chambered coverglass dishes (Fisher Scientific) and cultured in chondrogenic induction media with TGFβ for 4 days. Seeded cells were supplied with fresh media every 3 days and 24 h before fixation. Over the last 3 days of culture, live cells were imaged using a Nikon Ti-E microscope with a custom environmental chamber. Transmitted light images were automatically acquired every 30 min over a period of 70 h using a × 10 air objective over a 289-image grid in each well of the two-well coverglass. Cell division was tracked manually using ImageJ, and matched to the corresponding RNA FISH quantification that followed.

### RNA fluorescence *in situ* hybridization and imaging

Single-molecule RNA FISH was performed on samples^18^. Microgels and monolayer cells were fixed in PFA and permeabilized with 70% ethanol before *in situ* hybridization was performed using the specified pools of oligonucleotides. Monolayer and microgel samples were simultaneously co-stained with oligonucleotide probes for osteopontin labelled with Cy3, LPL labelled with Alexa 594, aggrecan labelled with Atto 647 N and GAPDH labelled with Atto700 (Stellaris oligonucleotides, Biosearch Technologies). See Supplementary Table 9 for a complete list of sequences of oligonucleotide probes used in this study. Subsequently, samples were washed with 2 × saline sodium citrate buffer (SSC) with 10% formamide (Ambion), and then 2 × SSC supplemented with DAPI (Molecular Probes D3571) to stain the cell nuclei. Monolayer cells cultured in coverglass chambers were submerged in 2 × SSC for imaging. Microgels were mounted in 2 × SSC and compressed between a coverglass and slide for imaging. Cells in the microgel and small colonies were imaged using a Leica DMI600B automated widefield fluorescence microscope equipped with a × 100 Plan Apo objective, a Pixis 1024BR cooled CCD (charge-coupled device) camera, a Prior Lumen 220 light source, and filter sets specific for each fluorophore. Images in each fluorescence channel were taken as a series of optical z-sections (0.5–0.7 microns per section) spanning the vertical extent of each cell. To prevent differences in viability between conditions from confounding interpretation of single-cell gene expression, the fixable dead cell stain was used to establish a GAPDH copy number of >10 mRNA as a threshold to identify live cells for inclusion in further analysis (Supplementary Fig. 1D). When this FISH analysis was applied to live-imaged cells, single plane scans were performed using a Nikon Ti-E microscope with a × 63 Plan Apo objective.

### Quantification of copy number from RNA FISH images

On collecting images of RNA FISH samples, cell boundaries were manually identified and RNA spots were counted and localized using custom software written in MATLAB^18^. For spot counting in FISH images from live cell tracking, each cell was tracked through the acquired time series, and sister cells manually matched, with care taken to note the time since last division.

### Quantification of extracellular matrix deposition

Extracellular aggrecan protein content was quantified by immunostaining. Briefly, after the final wash stages of the FISH protocol, samples were incubated with primary antibody (Abcam ab3778, 1:50 in PBS) at 4 °C overnight, washed for 30 min in PBS, incubated with Alexa 488 secondary antibody (Invitrogen, 1:200 in PBS) at room temperature for 1 h, washed with PBS for 30 min and then mounted for imaging. For immunofluorescence images, a scorer blinded to the RNA FISH images examined the DAPI, GFP (aggrecan core protein) and transmitted light images to classify cells with and without extracellular aggrecan core protein staining.

Receiver operating characteristic curves were constructed and analysed using the pROC package in R^68^. Matrix deposition (high versus low) was used as the binary outcome, and sensitivity and specificity were calculated for possible thresholds of RNA copy number, a linear combination of RNA counts and RNA ratios. To construct the linear combination, the data sets corresponding to each batch (Batch 1: Donors D-F, assayed for aggrecan, osteopontin, LPL, GAPDH; Batch 2: Donors X-Z, assayed for COMP, Sox9 and GAPDH) were randomly split in half to create training and test data sets to be used for model construction and evaluation, respectively. Logistic regression was performed using glm in R, and non-significant terms were dropped. For batch 1, the final model was established as (equation (1)):

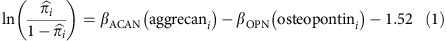

where 

, the estimated probability of the *i*-th cell having high matrix staining, was a function of the cell's aggrecan and osteopontin expression. Aggrecan associated positively (*β*_ACAN_=0.003, *P*<0.001), while osteopontin associated negatively (*β*_OPN_=−0.001, *P*=0.05); other markers were not significantly associated with matrix deposition. For batch 2, the intercept was the only significant term and the model was not further analysed. Having established this model on the training data set, its predictive performance was evaluated by constructing an ROC curve of the model applied to the test data set.

### RNA sequencing

Poly-adenylated RNA from passage 1 clonal MSCs populations were isolated from monolayer culture in basal media. The Qiagen miRNeasy kit was used for RNA isolation, the NEB Next Poly(A) mRNA Magnetic Isolation Module was used for selection of poly-adenylated transcripts and NEB Next Ultra Library Preparation Kit for Illumina was used for library preparation. Each sample was sequenced with 50-bp single-end reads on an Illumina HiSeq and to a depth of 15–25 M reads. Reads were aligned to bosTau7 using STAR^69^. Reads per gene were quantified using HTSeq and a RefSeq bosTau7 from annotation release 103 (ref. 70). FPKM (fragments per kilobase of transcript per million mapped reads) for each gene was calculated using R.

### Cell volume and area measurements

Chondrocyte area was measured in ImageJ by manually tracing images of phalloidin-stained cells sparsely plated onto glass coverslips. Chondrocyte suspended cell volumes were computed from the cell radii measured by an automatic cell counter (Nexcelom Cellometer) for chondrocytes in solution during passaging (immediately following trypsinization).

### Alcian blue staining

Microgels were removed from 70% ethanol and equilibrated in 3% acetic acid for 30 min at room temperature. Gels were then transferred to Alcian blue solution (pH 1.0, Rowley Biochemical) for 30 min, washed three times in acid alcohol (1% hydrochloric acid in 70% ethanol) for 30 min and then washed in PBS for 30 min before imaging. For macroscopic images, gels were photographed using a Ricoh photocopier and digital camera. For microscopic images, microgels were mounted in PBS and compressed between a coverglass and slide. Images were taken at × 10 using a Nikon Eclipse Ni-E motorized upright microscope.

### Statistical comparisons

To compare mean single-cell RNA counts, a generalized linear mixed model with a log-link function and by-donor random intercepts was constructed. For MSC RNA counts, media condition, and culture duration (with interaction term) were considered fixed effects, and an additional by-donor random slope effect was associated with media (−TGFβ versus +TGFβ). For MSC RNA divergence, time-since-division was considered a fixed effect. For chondrocyte RNA counts during de-differentiation in monolayer, passage was considered a fixed effect and was also associated with a by-donor random slope. For chondrocyte RNA counts during re-differentiation, passage and culture duration (with interaction term) were considered fixed effects, and an additional by-donor random slope effect was associated with passage. In each model, estimated means were compared using Satterthwaite-based t-distributions with simulated adjustment for multiple comparisons (SAS Studio 3.3). Pooled chondrocyte aggrecan/GAPDH expression data were compared using a one-way analysis of variance with Tukey's *post hoc* test. Chondrocyte area and volume data were pooled across donors and compared using a one-way analysis of variance with Tukey's *post hoc* tests. Sample size was chosen based on previous experience with these assays. Details of all statistical comparisons are provided in the Supplementary Tables.

## Additional information

**Accession codes:** RNA-Seq data have been deposited in NCBI GEO under accession code GSE76881.

**How to cite this article:** Cote, A. J. *et al*. Single-cell differences in matrix gene expression do not predict matrix deposition. *Nat. Commun.* 7:10865 doi: 10.1038/ncomms10865 (2016).

## Supplementary Material

Supplementary Information Supplementary Figure 1-4 and Supplementary Table 1-9.

## Figures and Tables

**Figure 1:**
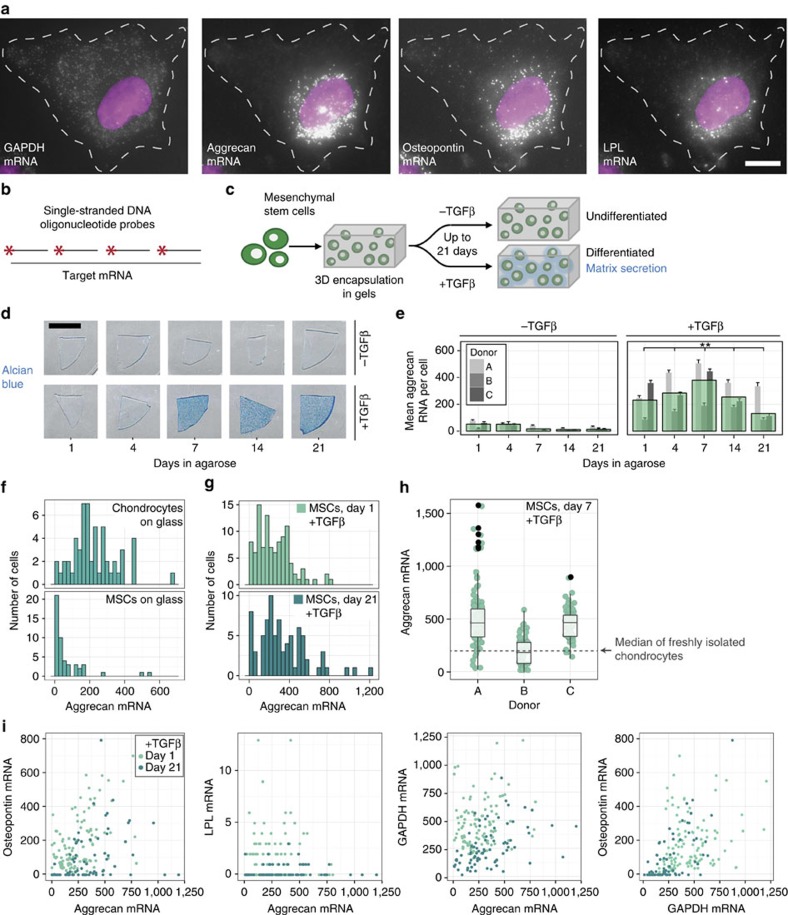
RNA FISH reveals heterogeneity in lineage marker expression in MSCs and chondrocytes. (**a**,**b**) Representative images (**a**) and schematic (**b**) of single-molecule RNA FISH, in which fluorescently labelled DNA oligonucleotides enable quantification of absolute expression of multiple genes in the same cell. Scale bar, 10 μm. (**c**) Chondrogenic induction scheme, involving cell encapsulation in 3D agarose constructs and exposure to TGFβ. (**d**) Alcian blue staining for sulfated proteoglycans; Donor B shown. Scale bar, 5 mm. (**e**) Mean aggrecan RNA counts in MSCs cultured in 3D for up to 21 days. Narrow bars represent the mean within an individual donor; overlaid bars represent the mean across donors. Error bars indicate standard error (*n*=24–128 cells per donor and condition). Means compared by *t*-tests with Satterthwaite approximation and simulated adjustment for multiple comparisons, **P<0.01 versus −TGFβ conditions, and between +TGFβ time points. See Supplementary Table 4 for all statistical comparisons. (**f**,**g**) Distributions of single-cell aggrecan expression for chondrocytes and MSCs plated on glass in basal media (**f**, *n*=56 chondrocytes, 49 MSCs) and 3D encapsulated MSCs exposed to TGFβ for 1 and 21 days (**g**, *n*=105 cells for day 1, 79 cells for day 21; Donor A shown.) (**h**) Single-cell aggrecan expression for each donor after 7 days of 3D culture with TGFβ relative to the median aggrecan expression in freshly isolated chondrocytes (dashed line; *n*=103 cells for Donor A, 54 cells for Donor B and 65 cells for Donor C). (**i**) Simultaneous expression of aggrecan, osteopontin, LPL and GAPDH on day 1 and day 21; Donor A shown (*n*=105 cells for day 1, 79 cells for day 21).

**Figure 2:**
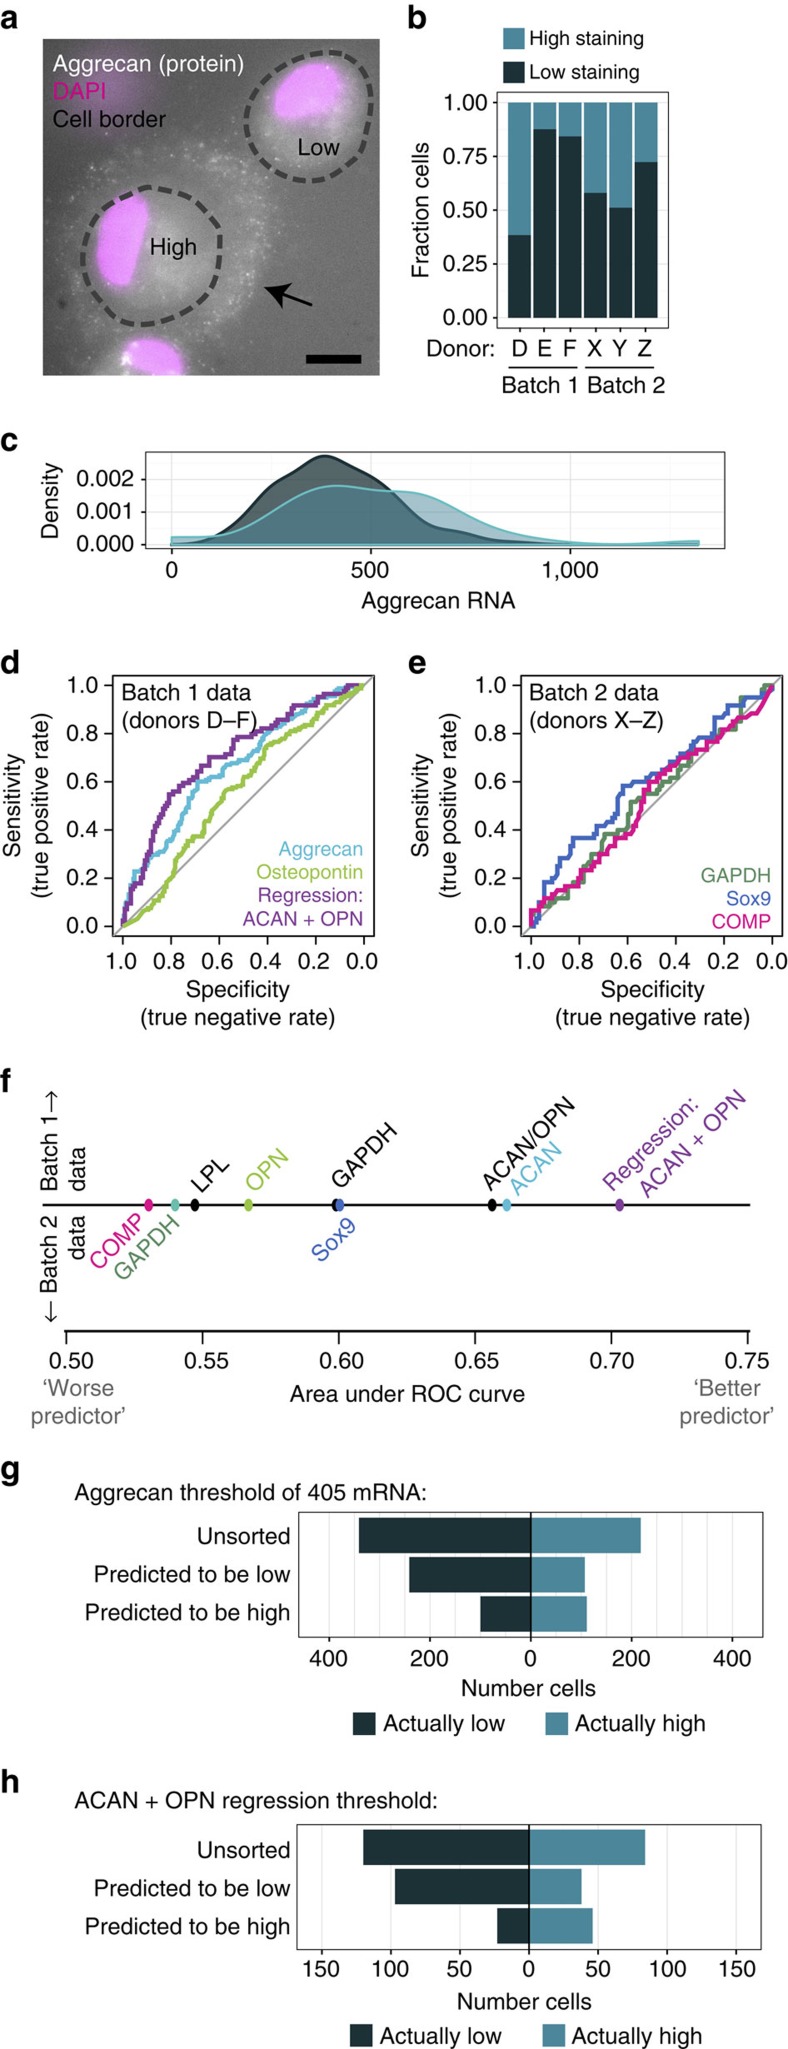
Marker gene expression is a poor predictor of cartilage-like matrix production in individual MSCs. (**a**) Aggrecan core protein identified by immunostaining of MSCs showing high or low cartilage-like matrix formation after 7 days of 3D culture with TGFβ. Scale bar=10 μm. (**b**) Fraction of cells classified as high- or low-performing based on aggrecan protein staining (cells/donor: D: 78, E: 89, F: 51, X: 62, Y: 43, Z: 47). (**c**) Distribution of aggrecan copy number in high- and low-performing MSC populations; probability density curve for Donor E shown (*n*=153 cells). (**d**,**e**) Receiver operating characteristic curves using individual gene expression and regression analysis on combinations of genes from batch 1 (**d**) and individual gene expression from batch 2 genes (**e**) to distinguish between high- and low-performing MSCs (cells/donor: D: 132, E: 153, F: 122, X: 57, Y: 42, Z: 47). (**f**) Summary graph of area under the curve of receiver operating characteristic curves for individual gene expression, gene expression ratios, and regression analysis of combinations of gene. (**g**,**h**) Simulated sorting of MSCs into anticipated high- and low-performing cells, using the optimized threshold of 405 aggrecan mRNA copies (**g**) and the optimized threshold from the ACAN+OPN regression (**h**).

**Figure 3:**
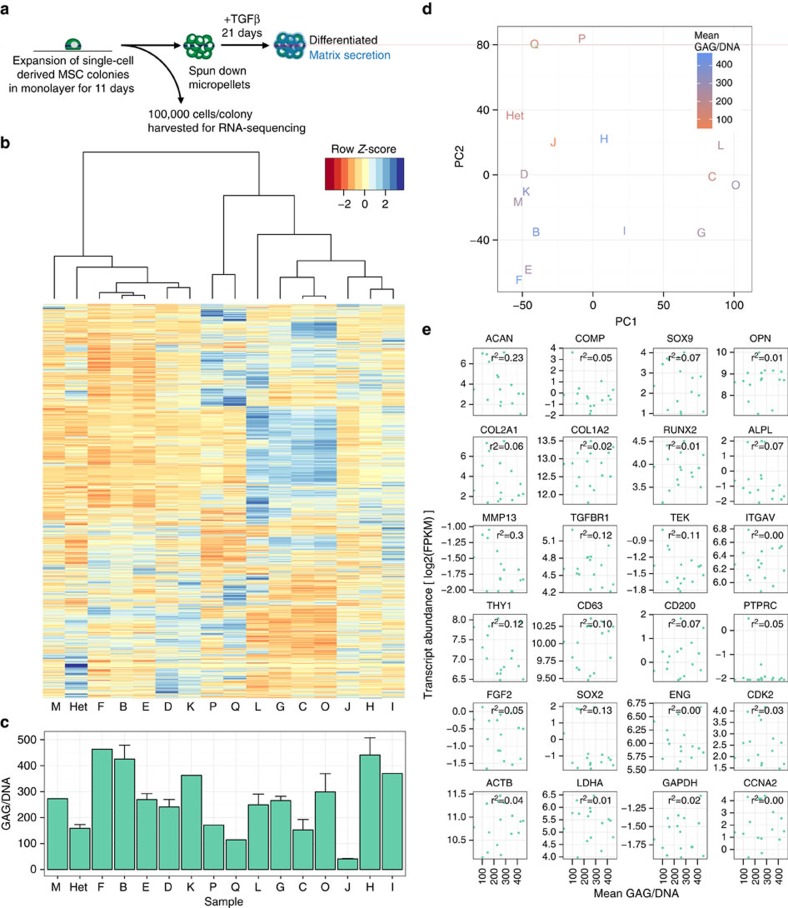
Genome-wide transcriptome profiling does not predict MSC functional potential. (**a**) Schematic for RNA sequencing and testing of functional capacity of single-cell-derived clones. (**b**) Unbiased clustering of clones (and heterogeneous population) based on fragments per kilobase of transcript per million reads (FPKM) of RNA sequencing results (subsetted for genes where at least one sample had FPKM >1). (**c**) Glycosaminoglycan deposition per DNA in micropellets derived from clonal or heterogeneous populations (from part **b**) cultured for 21 days in chondrogenic (TGFβ+) culture media. For clones with limited cell number, one pellet was formed and assayed (Clones M, F, K, P, Q, W, I). For clones with cell number sufficient for multiple pellets, error bars indicate standard deviation (3 pellets—Het and clones B, E, L, G, C, O, J, H; 2 pellets—clone D). (**d**) Principal component analysis of same RNA sequencing results as in part b, coloured by GAG/DNA for each clone. (**e**) Log2 transformed FPKM of selected genes from RNA sequencing results as a function of GAG/DNA for each clone.

**Figure 4:**
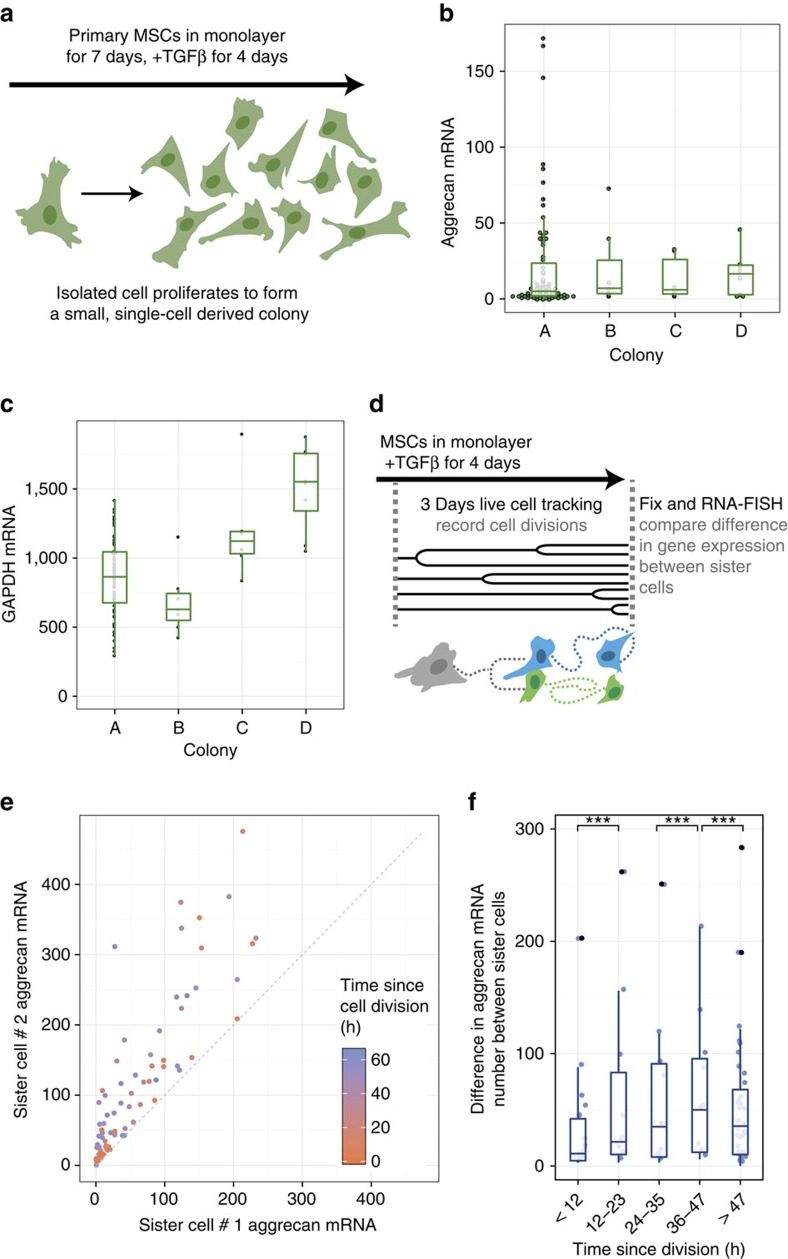
Marker expression heterogeneity emerges shortly after cell division. (**a**–**c**) Gene expression in small MSC colonies. (**a**) Colony formation scheme. (**b**,**c**) Aggrecan and GAPDH expression in four colonies established from a single donor (*n*=75 cells in colony A, 7 cells in colony B, 6 cells in colony C, 8 cells in colony D). (**d**) Live cell tracking scheme to identify sister cell pairs at various times post-cell division. (**e**,**f**) Divergence in aggrecan gene expression between sister cells as a function of time since last division (*n*=81 sister cell pairs). Box hinges denote the first and third quartiles. Whiskers extend from the hinges to the most extreme data points within (1.5 * interquartile range) of the hinges. Means compared by *t*-tests with Satterthwaite approximation and simulated adjustment for multiple comparisons, ***P<0.001, see Supplementary Table 5 for all comparisons.

**Figure 5:**
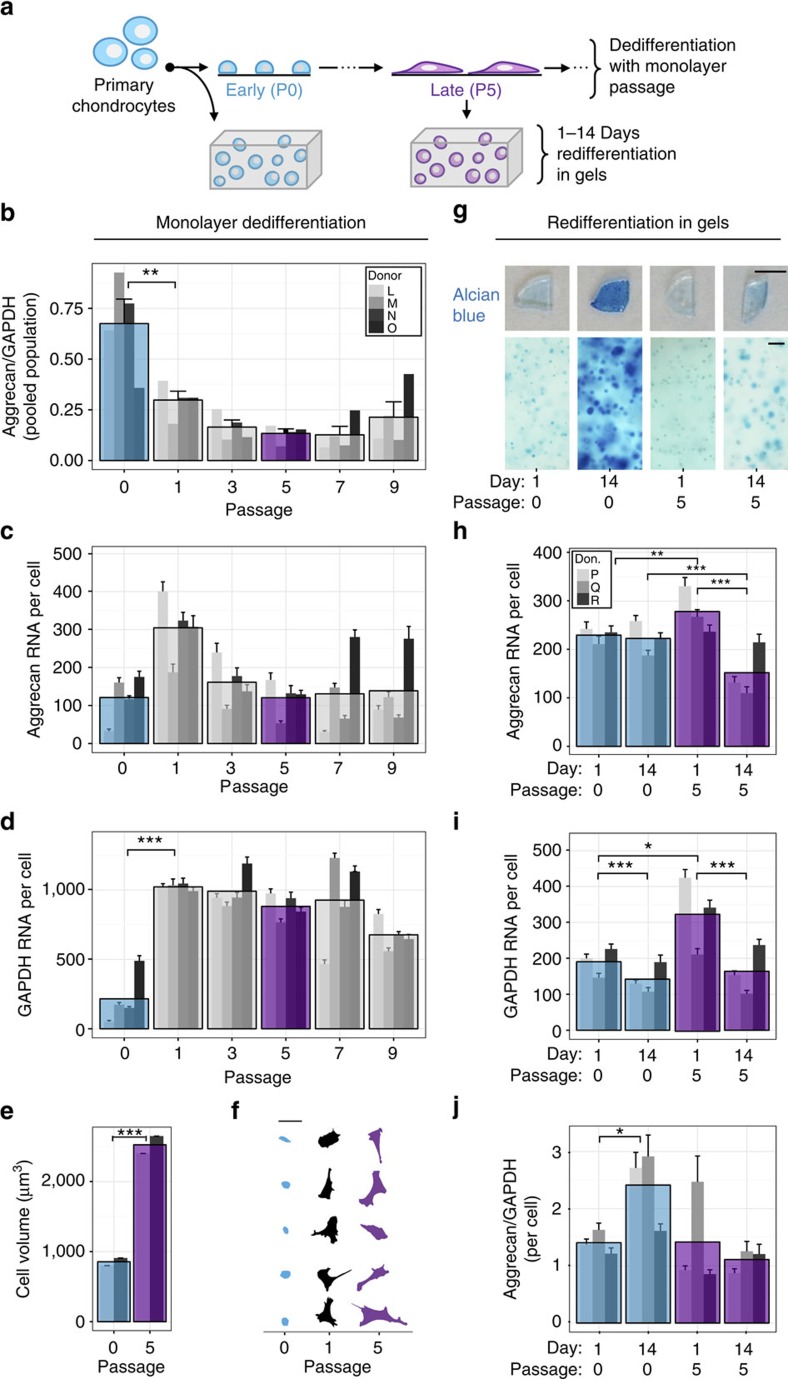
Chondrocyte de- and re-differentiation are not driven by altered absolute aggrecan expression. (**a**) Chondrocyte de-differentiation and re-differentiation scheme. (**b**–**f**) Analysis of chondrocytes de-differentiating with passage in monolayer culture. (**b**) RNA FISH counts of aggrecan pooled over the population and normalized to GAPDH expression. (**c**) Absolute aggrecan expression with passage number. (**d**) Absolute GAPDH expression with passage number (*n*=39–113 cells per donor per passage). (**e**,**f**) Chondrocyte suspended cell volume (**e**) and morphology (**f**) with passage (*n*=274–543 cells per donor per passage). Scale bar, 50 μm. (**g**–**j**) Analyses of early passage (P0) and late passage (P5) chondrocytes re-differentiating in 3D culture. (**g**) Alcian blue staining after 1 and 14 days of 3D culture. Top scale bar, 5 mm, bottom scale bar, 100 μm. (**h**) Absolute aggrecan expression. (**i**) Absolute GAPDH expression. (**j**) Single-cell aggrecan expression normalized to GAPDH expression. (*n*=46–65 cells per donor per condition). Narrow bars represent the mean within an individual donor; overlaid bars represent the mean across donors. Error bars indicate standard error. RNA count means compared by *t*-tests with Satterthwaite approximation and simulated adjustment for multiple comparisons. Pooled aggrecan/GAPDH expression data, cell area data, and cell volume data compared using a one-way analysis of variance with Tukey's post-hoc test. *P<0.05, **P<0.01 and ***P<0.001, see Supplementary Tables 7 and 8 for all comparisons.

**Table 1:** Mean and coefficient of variation (CV) associated with aggrecan RNA count in undifferentiated and differentiated cells.

	**Mean aggrecan**	**Aggrecan CV**
Naive MSCs	69	1.60
Day 1 MSCs in gels	247	0.69
Day 21 MSCs in gels	334	0.72
Chondrocytes	225	0.57

MSC, mesenchymal stem cell.

How the deposited data were processed for this re-analysis (not part of the article)

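Poly-adenylated RNA of 17 clonal bovine MSC populations and 1 heterogeneous population, taken from monolayer culture at passage 1, was sequenced by the authors with single-end reads. The cells left over were carried to passage 2, formed into pellets and assayed for GAG/DNA after 21 days with TGFβ. The authors aligned the reads to bosTau7 with STAR and counted them with HTSeq on RefSeq genes of annotation release 103, and the deposited values are these raw counts, 1 whole number per gene and library, without normalization. A table of the whole series holds the same values, with 0 of 305892 cells differing. Each library also has 5 tally lines that name no gene, which stayed out of library sizes and tests. Reads outside genes came to 18.78% to 26.81% of each file. Of the 16989 gene symbols, 2548 had 0 reads in every library, and 15471 (91.06%) match a symbol of the ARS-UCD2.0 RefSeq gene table. That assembly is not the one the authors used, so none of its coordinates are printed.

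Counts on genes ranged from 11484812 to 18458157 per clone. At that depth 3 reads, taken as the limit that a count of 0 allows, correspond to 0.1625 to 0.2612 CPM. Such limits cover counting error only, and genes with a few reads, such as MMP13 and GAPDH, are measured poorly. The paper used FPKM. Gene lengths were not used here, so log2(CPM + 0.25) was used in its place. CPM by library total lets a few abundant genes move all others. On simulated counts with 8.36% of reads on changed genes, 11.4% of the unchanged genes among 11040 had a p under 0.05 in the correlation step, against 5.0% with the true library sizes, and TMM and DESeq2 size factors were therefore among the alternatives.

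GAG/DNA means were measured from the bars of Fig. 3c by image analysis and rounded to 2 significant digits before any test. The 24 marker genes are those whose names head the panels of Fig. 3e. Clones A and N, which that figure does not show, entered the comparisons between clones only. Pearson r (the paper's measure) and Spearman rho were given two-sided permutation p-values from 100000 resamples, or exact ones with 6 samples, with Benjamini-Hochberg adjustment over the 24 genes. Principal components, a one-sided Mantel test and a leave-one-out ridge prediction (100 permutations, one-sided) used genes with a CPM above 1 in at least 1 sample. Gene-by-gene tests on counts used edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3 with a slope on GAG/DNA per 100 units, and again with the heterogeneous library against the 17 clones, where this single library is assumed to vary as the clones do. DESeq2 1.42.0 and limma 3.58.1 were alternatives. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. Genes named in the text are the 24 genes of Fig. 3e and others the paper names, the 10 genes with the smallest p against GAG/DNA, and, of the genes past the threshold in the heterogeneous library and outside the range of the clones, the 5 with the largest fold higher and 5 lower (there was 1). Other named genes were chosen after their values were seen. Lists of processing genes and of macrophage, endothelial, erythroid, adipocyte and osteoblast markers were written before the data were examined, and an osteoclast list of 12 genes afterwards.

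The count tests were tested on simulated counts with 200 changed genes. Every gene was drawn with the same dispersion and independently of the others, so the shares below need not hold for genes that vary more. In the data aggrecan, at a slope of -0.94, had an adjusted p of 0.380 by the edgeR quasi-likelihood test. Among 11040 genes with a slope on GAG/DNA, edgeR found 95.5% of the changed genes at a slope of 0.5 with 4.98% of calls false, and 100% at a slope of 1 with 4.31% false. limma had 3.57% and 4.31% false, and DESeq2 6.9% and 15.6%. For the single heterogeneous library, edgeR found 75% of the changed genes at log2 2 with 3.85% false, and DESeq2 78.5% with 17.4% false. A limit of 15% false calls had been set for all tools, and DESeq2 exceeded it in these 2 cases. DESeq2 was kept as the alternative chosen beforehand, the limit was then held to edgeR and limma only, and a DESeq2 test with a t reference, with 0.658% and 0% false calls on the GAG/DNA slope and 75.5% and 100% of the changed genes found (Wald test 94.5% and 100%), was added after this was seen. Where a signature was planted in the simulated counts, the Mantel test, the prediction and PC1 each found it in 20 of 20 runs, and in 0 of 20 runs without one. That signature spanned far more than 200 genes at a slope of 1, in counts with no other structure. These runs therefore do not tell whether a small signature, or one beside other large differences between clones, would be found. Alternatives were the pseudocount, the normalization, the filter, the tool, the 15 clones alone, the samples with 2 or 3 pellets, log2 GAG/DNA, rank correlation, gene scaling, a PCA over 18 samples, and each sample left out in turn. Gene coordinates, GC content and gene lengths were not analysed here.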

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

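The edgeR comparison of the heterogeneous population with the clones and its alternatives were fixed before the data were examined. So were the 5 marker lists named with it. The other tests in this part were chosen after the results were seen.

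In the heterogeneous population, genes outside those the paper discusses stood above all the clones. edgeR's quasi-likelihood test gave 145 genes with an adjusted p under 0.05 against the 17 clones, 144 higher and 1 lower, and all 144 lay above every clone. Calls and ranks differ in direction, since over the 11878 genes tested this library was above all clones in 786 (6.62%) and below all of them in 1299 (10.94%), where chance gives 5.56% each. The heterogeneous population was sequenced once, so these calls describe this library. CD163 had 667 reads against at most 12 in a clone (log2 7.44, standard error 0.72, adjusted p = 5.79e-06 by the edgeR quasi-likelihood test), MMP9 had 10509 against at most 229, MSR1 317 against at most 11, CCR1 203 against at most 5 and CCL3 39 against at most 1. DESeq2 called the other 4 of these genes and not CCL3 (adjusted p = 0.458, against 1.74e-06 by edgeR and 3.69e-07 to 1.13e-05 in its other alternatives). SH2D5 was the 1 lower gene, with 21 reads against 45 to 102. The total of the library, 16092501 reads on genes, lies within the range of the clones, which argues against depth. Of 20 macrophage markers, 18 had a read in some library and 17 of them were above every clone, with a median log2 difference of 3.74 that exceeded all matched random lists (percentile 100.00 of 10000). In the clones the same median lay between -0.34 and 0.45. The endothelial list (median -0.12, percentile 28.42), the erythroid list (percentile 69.63) and the osteoblast list (percentile 45.21) did not stand apart. The adipocyte list reached 94.96 and the osteoclast list 99.96, with 4 of its 10 detected genes above every clone, and MMP9 is in the osteoclast list. Clone A reached 99.92 for the adipocyte list, 99.80 for the osteoclast list and 99.78 for the osteoblast list. Such percentiles therefore also occur in a clone, and by themselves they do not set the heterogeneous population apart. The median log2 difference of the osteoclast list was larger in it, 0.75 against 0.30 in clone A and 0.18 in clone N. Of that list, 2 genes in clone A and 0 in clone N were above every other clone. The values of the macrophage list are consistent with macrophage-lineage cells in the mixed culture, as a hypothesis from 1 library. The 1 detected gene of the list not above every clone was its most abundant, CTSS, at 85.75 CPM against 95.26 in clone N, so MSCs express it too. CD74 had 18 reads against at most 5 and LYZ 2 against at most 1. ITGAM and CYBB had 0 reads in every library, as common genes such as PGK1 did, so these zeros decide nothing. The kind of cell stays open. The clone with the most calls against the other clones, N, gave 86, so an ordinary difference of 1 library from the rest cannot be told apart with 1 heterogeneous library. No biological explanation beyond the cell types of these marker lists was tested.

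Clone N has counts but is not shown in Fig. 3. Against the other 16 clones, edgeR's quasi-likelihood test called 86 genes in it, 76 higher and 10 lower, against 4 in clone M and 0 in each of the other 15. It had the highest aggrecan count, 41761 reads, and the highest PRG4 count, 8292. Among genes picked after seeing the values, SCARA5 had 175 reads against at most 7 in the others (log2 7.51, standard error 0.89, adjusted p = 6.80e-04 by the same test). The count of calls rests on single libraries. It was 317 without clone Q, 39 without clone C, 42 without clone O, 45 without clone E, 48 without clone A, 54 without clone F, 55 without clone B and 57 without clone M. DESeq2 gave 374, 180 higher and 194 lower, so the excess of higher genes was not found by that tool. Its total of 13772875 reads on genes lies within the range of the others, and its macrophage list did not stand apart (percentile 54.03), which argues against depth and against macrophage-lineage cells. Other lists did differ in clone N. The osteoblast list was low (median log2 difference -0.85, percentile 0.06), and 4 of 9 detected adipocyte genes were above every other clone (percentile 86.45), among them FABP4 with 1178 reads and ADIPOQ with 385. Other adipocyte genes were low in clone N. CEBPA had 43 reads, the fewest of any clone (median 183), PPARG had 60 (median 147) and PLIN4 had 1 (median 5). The endothelial list reached percentile 91.37, the osteoclast list 75.09 and the erythroid list 58.25. Clone N also had the largest share of reads outside genes, 26.81%. Clone L, with the next largest share, 24.83%, had 0 calls, but 1 such clone does not decide whether this share matters. A mislabelled sample and a difference in the founder cell or its state were not tested and stay open.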

How the results depend on the processing

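Alternatives were set before the data were examined, apart from DESeq2 with a t reference, DESeq2 on the 15 clones alone, clones C and O counted as 1 sample, PC2 with covariates regressed out or with the samples F and J, or P and Q, left out, and all of those for clone N and the step means, which were chosen after seeing the data. No paired analysis was possible because each clone is its own sample and no replicate numbers are shared between groups. The cause of a change was not tested unless stated.

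MMP13 stayed negative in all 25 alternatives, and in 16 of them it kept its side of 0.05. Its r was -0.462 with pseudocount 0.05, -0.496 in the 15 clones, -0.277 in samples with 2 or 3 pellets (fewer samples) and -0.486 as Spearman rho. With each sample left out it lay between -0.666 (without C) and -0.458 (without Q), and it lost 0.05 without Het, I, K, P or Q. Aggrecan stayed negative in all 25, and passed 0.05 in the 15 clones (-0.553) and without J or O, with a range of -0.590 to -0.385 over samples left out. The number of Fig. 3e genes with p under 0.05, 1 over the 16 samples, was 0 with pseudocount 0.05, 0 in samples with 2 or 3 pellets and 0 by Spearman rho. It ran from 0 (without I, K, P or Q) to 2 (without H, J or O).

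PC1 had no relation with GAG/DNA in any setting, and its r near 0 changed sign in samples with 2 or 3 pellets (0.0835), with log2 GAG/DNA (0.0390) and over samples left out (-0.150 without Het to 0.0955 without F). PC2 stayed negative in all 33 alternatives, and 27 kept p under 0.05. It did not in samples with 2 or 3 pellets (-0.0575), in a PCA over 18 samples (-0.358, where PC3 had r = 0.727 with p = 0.0017, 0.0084 adjusted over 5 components), without F and J (-0.497) or without P and Q (-0.433). Over samples left out it ran from -0.697 (without H) to -0.438 (without F), and also lost 0.05 without P (-0.440, where PC3 had r = 0.561 with p = 0.0305, adjusted p = 0.1525). The Mantel r was -0.282 in samples with 2 or 3 pellets (p = 0.977). Over samples left out it ran from -0.175 to 0.0246, with a change of sign without J. The ridge prediction was -0.466 in samples with 2 or 3 pellets and 0.344 with C and O counted as 1 sample (p = 0.0396). Over samples left out it lay between 0.1495 (without F) and 0.484 (without H), with p under 0.05 without C, E or H.

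For genes associated with GAG/DNA, 0 were called in 24 of 26 alternatives, while DESeq2 called 60, and 33 in the 15 clones, 26 of them shared. Of the processing genes DESeq2 called 3, and 2 in the 15 clones. With a t reference DESeq2 called 0 of both. Adjusted over the list alone DESeq2 called 4 processing genes, 3 with the t reference and 2 in the 15 clones. Adjusted over the list alone, edgeR called 1 processing gene with log2 GAG/DNA, 1 without B, G or H and 2 without J. The number of genes with an unadjusted p under 0.05 was 134 in samples with 2 or 3 pellets, and ran from 772 (without F) to 1809 (without H). Shuffled GAG/DNA values gave at least the observed 1346 in 6 of 60 draws, so 7 of 61 orders with the real one, and chance cannot be excluded. In 5 of the 60 draws edgeR made at least 1 call, and 1 draw gave 733. The 10 genes with the smallest p kept their direction in all of their 256 fits. They were chosen by their p in these same data and most fits share nearly all samples, so this is no separate support.

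The heterogeneous population differed from the clones in 91 genes by DESeq2 (83 higher and 8 lower), 82 of them shared with the 145 of edgeR, and in 137 to 155 with each clone left out. Clone N gave 374 genes by DESeq2 (180 higher and 194 lower, against 76 and 10 by edgeR) and 48 with the 15 clones of Fig. 3, and 39 (without C) to 317 (without Q) with each clone left out. The median SD between clones stayed within 0.31 and 0.35. Few reads limit the measurement of MMP13 and GAPDH, with at most 8 and 12 reads per library. The same holds for PTPRC and ALPL, which had 0 reads in at least 1 sample.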

Differences from the paper's values

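For each value the paper's text states for these libraries, the ratio to the value here stayed under 1.5. The r² of aggrecan and MMP13, the p of aggrecan and the span of depths are close to the paper's, and of the 24 r² values printed in Fig. 3e, 0 differ by more than that ratio and rounding, with 21 within 0.02.

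The paper states that neither of the first principal components was related to matrix deposition. Here PC1 was not (r = -0.0503, p = 0.853), while PC2 had r = -0.567 with GAG/DNA (permutation p = 0.022, 0.11 after Benjamini-Hochberg adjustment over 5 components, or 0.0387 with TMM or DESeq2 size factors). The paper prints no p-value for the components. PC2 taken alone had p above 0.05 in samples with 2 or 3 pellets (-0.0575), in a PCA over 18 samples (-0.358), and without clone F (-0.438) or clone P (-0.440). All of these were set before the data were examined. The third component, which the paper's statement does not cover, was related to GAG/DNA in the PCA over 18 samples (PC3 r = 0.727, p = 0.0017, 0.0084 adjusted over 5 components). Without clone P, PC3 had r = 0.561 (p = 0.0305, adjusted p = 0.1525), against 0.4325 (p = 0.0937, adjusted p = 0.234) in the 16 samples. PC2 also had p above 0.05 without F and J (-0.497) or without P and Q (-0.433), which were chosen after seeing the values. Under the other alternatives PC2 kept p under 0.05.

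The paper proposes that no gene of the aggrecan processing steps was correlated with functional capacity at the transcript level. The edgeR test called 0 of 76 such genes. DESeq2's Wald test, set before the data were examined, called 3, CHST15, MMP9 and MMP12 (4 adjusted over the list alone). On simulated counts it exceeded the limit set for false calls at a slope of 1. With a t reference, added after seeing the data, it called 0 over all genes and 3 adjusted over the list alone. MMP9 and MMP12 lean on the heterogeneous population. In the 15 clones, a setting chosen after seeing the values, the Wald test called 2. These were CHST15 (slope 0.44) and HAPLN1 (slope -0.81), each with an adjusted p of 0.0500 after rounding.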

Other observations

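The tests on PC1, MMP13 counting error, clones C and O and the step means were chosen after the results were seen. So were those on PC2 with covariates regressed out, without clones P and Q, and compared by pellet number. The other PC2 settings, among them TMM, DESeq2 size factors and single samples left out, were set before the data were examined.

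PC2 and GAG/DNA were related over the 16 samples (r = -0.567). The relation kept p under 0.05 with library size regressed out (r = -0.583), with the share of reads outside genes (r = -0.619), with the share of the 10 highest genes (r = -0.570) and with TMM in place of library totals (r = -0.641), which argues against each of these as the whole cause. It rests in part on few samples. Without clones P and Q, which have the highest PC2 scores, r was -0.433 (p = 0.123), so the part of these 2 clones is open. Error of single pellets would weaken r among the samples with 1 pellet. There r was -0.942, stronger than the -0.274 among those with 2 or 3 pellets, but the difference had p = 0.0858 (0.193 adjusted over 4 measures), so it cannot be told apart from none with 6 and 10 samples. GC content and gene length were not tested. Adjusted over 5 components, the p of PC2 was 0.11 with library totals and 0.0387 with TMM or DESeq2 size factors. It was also under 0.05 without clone E (0.0464) or clone H (0.0186) and above it in the other settings in which all 5 components were tested, so whether chance over 5 components is excluded depends on the scaling and on single samples.

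PC1 may follow how fast the cultures divided. The mean of 30 cell cycle genes, listed before the data were examined, had r = 0.972 with PC1 (p = 1e-05, the smallest that the permutations can give; rho = 0.959), and 0.9125 without clones G, C, O and L at its end. With the share of the 10 highest genes regressed out, r was 0.825, which argues against that share as the whole cause. The cell cycle mean had no relation with GAG/DNA (r = 0.0237, p = 0.930; rho = -0.0353).

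MMP13, with 37 reads in 16 libraries, was tested against a constant level in every library. Its counts spread more than that (p = 0.0035), but separate clones differ by more than counting error in any case, and this test says nothing about GAG/DNA. Whether counting error of a few reads shapes its correlation with GAG/DNA cannot be told apart from a real relation at this depth.

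Some common genes had few or no reads. GAPDH had at most 12 reads per library. PGK1, TBP, HPRT1 and SDHA had 0 in every library, and among 82 ribosomal protein genes 9 had a median under 100 reads. Low depth is argued against by ENO1, PKM, ALDOA and TPI1, whose lowest median was 10124.5 reads. Reads shared with pseudogenes and gaps in the annotation remain untested. POU5F1 (OCT4) and NANOG also had 0 reads in every library, which at these depths allows up to 0.2612 CPM in the smallest library, and in view of the genes above such zeros do not show that a gene was silent.

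Clones C and O were the closest pair of libraries. Their counts differed with a chi-square of 4.90 per degree of freedom over 10893 genes, against 22.34 for the next closest of 153 pairs and a median of 122.8. A value above 1 argues against the same library deposited again. They may be 2 samples of 1 founder cell, which these counts cannot tell apart from 2 similar clones, as 1 pair gives no comparison. With both counted as 1 sample, r was -0.602 for PC2 (p = 0.0172), -0.641 for MMP13 (p = 0.0106) and -0.502 for aggrecan (p = 0.0571).

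Of the steps the paper names, the mean scaled expression of the secretion genes had r = 0.475 with GAG/DNA (p = 0.0631, adjusted p = 0.126 over 4 steps; rho = 0.425, p = 0.102; r = 0.467 without F and J) and that of the integration genes r = -0.510 (p = 0.0433, adjusted p = 0.126; rho = -0.499, p = 0.0516; r = -0.511 without F and J). Neither passed the adjusted threshold. The hypotheses that secretion genes are higher, or integration genes lower, where more matrix is deposited stay open with 16 samples. The modification and degradation means had r = -0.199 (p = 0.463) and -0.399 (p = 0.126).

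Of the genes of the Y chromosome looked at, USP9Y (262 to 733 reads), ZFY (145 to 331), EIF2S3Y, DDX3Y and UTY were counted in every library. EIF1AY had 0 reads in every library.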
